A study of Homo sapiens with 12 samples. Its data were reported in "Tumour-initiating cell-specific miR-1246 and miR-1290 expression converge to promote non-small cell lung cancer progression" (2016).

How the data were processed

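Gene expression was measured on Illumina HumanHT-12 v4 arrays in 12 RNA samples, 2 from each of 6 groups. A549, a lung adenocarcinoma line, carried a control construct or an inhibitor (zip) of miR-1246 or of miR-1290. NuLi-1, an immortalised bronchial epithelial line, carried a control construct or a construct for the precursor (pre) of miR-1246 or of miR-1290. Per the labels, cells were infected with lentivirus for 48 hr with polybrene at 8 µg/ml and selected with puromycin at 1 µg/ml.

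The deposited non-normalized table holds the background-subtracted signal intensity of 47314 probes, on a linear scale, with a detection p-value beside each. The deposited detection p-value came in steps that fit 770 negative control beads. Per the labels, the authors normalized the signal intensity by cross-correlation. In the authors' processed intensity, values were on a linear scale with a floor of 20, at which between 57.1 and 60.5% of each array's values lay. The processed values were used as an alternative only.

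Background was corrected with the normal-exponential model from the detection p-values (offset 16), then values were quantile-normalized over all 12 arrays and put on the log2 scale, with limma 3.58.1 in R 4.3.3. Probes with a detection p under 0.05 on at least 2 arrays were kept, which left 24968. Of all probes, 30108 named 1 gene in the platform's annotation, 8 named several and 17198 named none. The 6737 kept probes that named no gene or several were left out of the gene tests and were tested separately. For the 3630 genes with several kept probes the brightest was used, so that 13663 genes were tested. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

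A linear model with 6 group means was fitted to the 12 arrays in limma, with the spread moderated across genes along a trend with intensity (6 residual and 4.50 prior degrees of freedom). Benjamini-Hochberg adjustment ran over the genes of each comparison, and an adjusted p under 0.05 was a call. Each perturbed group was compared with its own line's control, the perturbed groups with each other within a line, and the control groups with each other. A detection limit gave the lower bound of a fold change for genes undetected in a group. The study sought genes higher on knockdown and lower on overexpression, so such overlaps were counted by adjusted p, by fold over 1.5 alone and by fold with an unadjusted p under 0.05, in other fits and in the authors' values, and tested with Fisher's exact test (two-sided), with Benjamini-Hochberg adjustment over 48 tests. The candidate list holds genes that the study's text names as repressed by miR-1246 or by miR-1290, pooled over both, and genes for which its methods name expression assays, with the printed symbol PRL36A read as RPL36A. The 30 gene lists were tested with limma's camera at a preset correlation of 0.01 between genes and again with an estimated correlation, adjusted over the lists of the 4 perturbations together and within each other comparison. Samples in groups of 2 allow no test of single outlying arrays and no count of other splits of the samples.

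The model, the tests, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. By that rule the named genes are the 10 largest rises and the 10 largest falls among the calls of each perturbation whose perturbed arrays both lie beyond both controls. Every measured member of the study's candidate list and of the metallothionein family is named too, with up to 4 members of each other list by adjusted p, and the 5 largest each way in the other comparisons. In the model of all 12 arrays the rule gives MIR1246 alone for the perturbations. Applying it also to fits with a replicate block in A549 and to fits of the NuLi-1 arrays alone was decided after the values were seen. In the blocked fits every call is named, among them MARCHF4 and SPOCK1 for zip1246, whose perturbed arrays do not both lie beyond both controls. Counts of list members above or below control include members undetected in both groups.

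Replicate numbers were checked for pairing by correlating, across genes, the replicate differences of the groups of a line. Genes are not independent replicates, so these correlations carry no p. They were 0.50, 0.30 and 0.51 in A549 and 0.003, 0.008 and −0.03 in NuLi-1. The numbers were read as pairs in A549, and values from a fit with the replicate number as a block are given for it. The alternatives were this block, the 6 arrays of a line alone, no background correction, median scaling, quantiles within each line, the authors' values, no filter, a stricter filter (detection p under 0.01), the mean over a gene's probes, a fit without trend, Student's test as named in the study's methods and each array left out in turn. With an array left out, a group of 1 is assumed to vary like the other groups. A block by chip was not run because the tables give no chips, and a search for seed matches was not run because no transcript sequences were at hand.

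The models were tested on simulated data with 50 genes at each of 4 true changes. These genes were drawn from those above the median intensity, so the rates below do not cover dimmer genes. At a true change of 2-fold, the model of all 12 arrays called 62% of genes for zip1246, 56% for zip1290, 52% for pre1246 and 32% for pre1290, and at 4-fold between 90 and 98%. With the replicate block, 21.9% of simulated calls for zip1246 (48 of 219) and 24.8% for zip1290 (55 of 222) were false. Such a share depends on how many true changes are put in, here 200 per comparison. In the NuLi-1 arrays alone, 2.55% of calls for pre1246 and 5% for pre1290 were false. The simulated NuLi-1 noise was independent and drawn from the spread of that same fit, so these shares do not measure its error in the data. The arrays detected between 17454 and 20467 probes each, and their number, 2 per group, limits the precision of every value.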

Results

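Transcript levels were measured on 12 arrays, 2 for each of 6 groups, in A549 cells with an inhibitor of miR-1246 (zip1246), an inhibitor of miR-1290 (zip1290) or a control, and in NuLi-1 cells with the precursor of miR-1246 (pre1246), the precursor of miR-1290 (pre1290) or a control. The mean signal per array lay between 311 and 544, and between 36.9 and 43.3% of probes were detected. Changes below are log2 fold changes with n = 2 arrays per group and the standard error from limma with all 12 arrays. The first principal component, which separated the cell lines, held 82.8% of the variance. The lines also differed in culture medium, so line and medium cannot be told apart. The median spread within groups was an SD of 0.25 in A549 and 0.15 in NuLi-1. The standard errors pool both lines, so for a gene they can be too large for NuLi-1 or too small for A549.

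The perturbed microRNA genes came first. MIR1246, the gene of miR-1246, was detected on both pre1246 arrays, at 11.81 and 11.73 (log2 intensity), and on no other array. The NuLi-1 control arrays read 4.48 and 4.59, so pre1246 raised it by 7.24 ± 0.19 (SE), at least 97.0-fold (limma, adjusted p = 2.17e-08). MIR1290 was detected only on the pre1290 arrays, at 5.15 and 5.89, against 4.43 and 4.39 in control. Its change of 1.11 ± 0.25, at least 1.27-fold, had an adjusted p of 0.411, and 0.0214 in the NuLi-1 arrays alone. On the A549 arrays neither gene was detected, and array probes read precursor or primary transcripts, so the knockdowns left no measure of their target here.

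**Figure D1:**
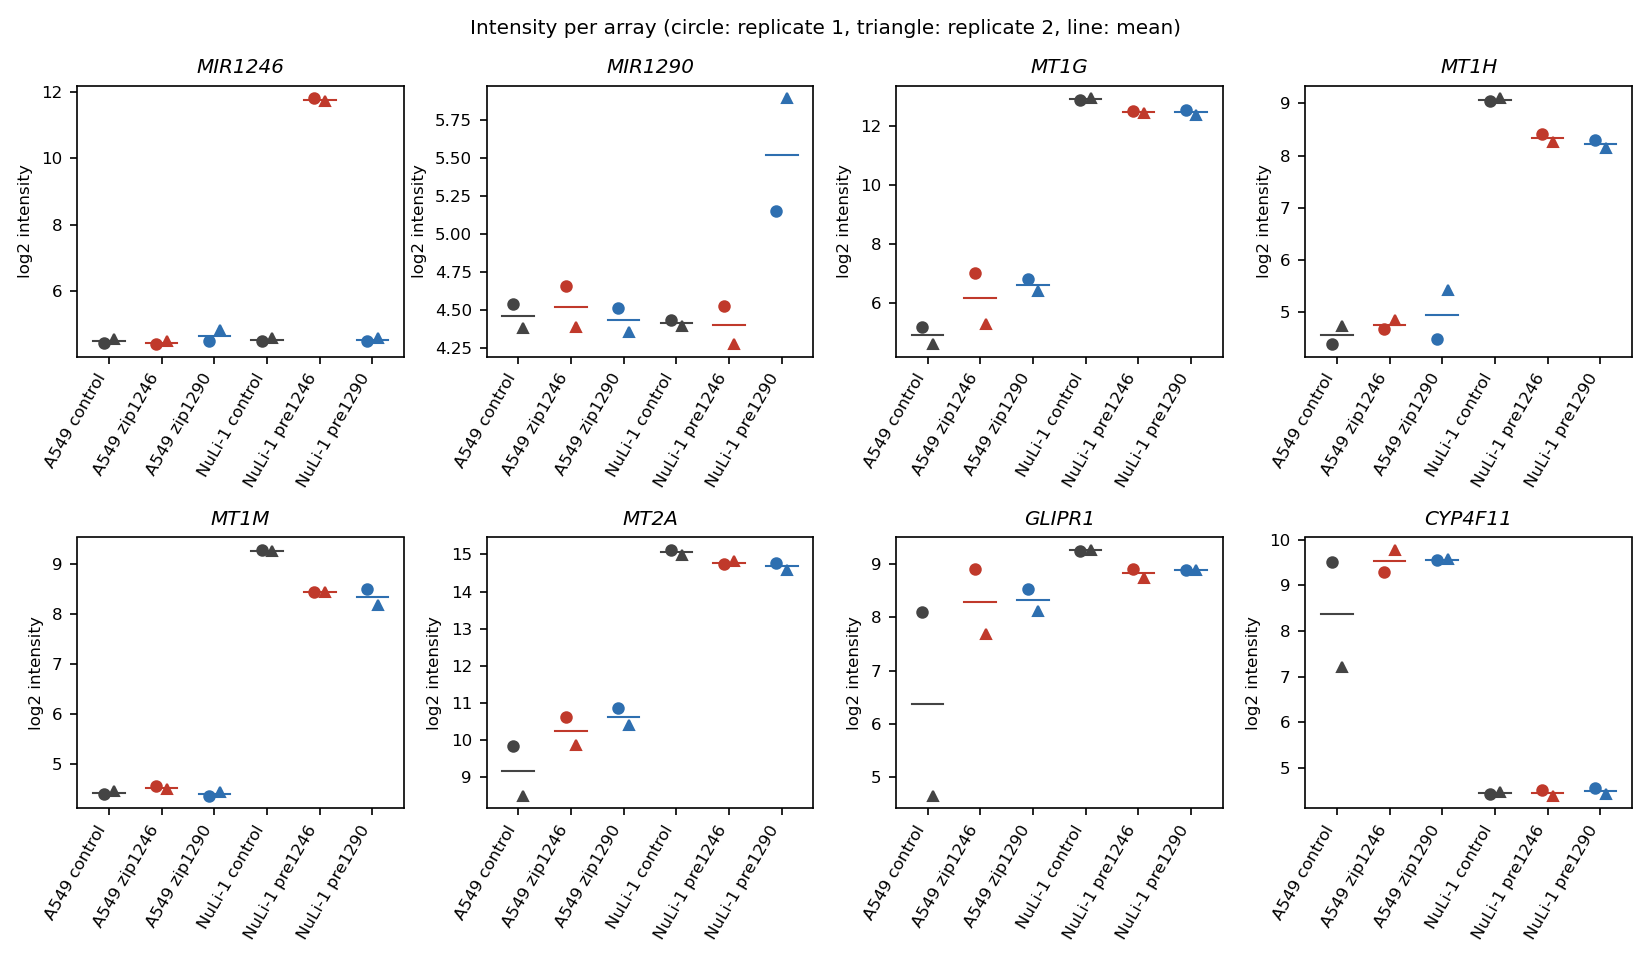
Each panel plots the log2 intensity of a gene (vertical axis) in the 6 groups, with a circle for replicate 1, a triangle for replicate 2 and a line at the mean. MIR1246 stands at 11.81 and 11.73 in pre1246, the metallothioneins MT1G, MT1H, MT1M and MT2A lie far higher in NuLi-1 than in A549, and the A549 control arrays lie apart for GLIPR1 and CYP4F11.

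Knockdown of miR-1246 in A549 asks which transcripts rise when this microRNA is inhibited. The study's candidate genes, some of which the study chose on these samples, so that the list is not independent evidence, were higher as a group, 13 of 14 measured members, with a median change of 0.66 (camera adjusted p = 0.000327, but adjusted p = 0.441 with an estimated correlation). GLIPR1, a secreted-protein family member, stood 1.92 ± 0.82 above control, MT1G, a metal-binding metallothionein, 1.25 ± 0.43, CYP4F11, a cytochrome P450 of fatty acid metabolism, 1.17 ± 0.54, and NCKAP5 1.03 ± 0.44. GLIPR1, MT1G and NCKAP5 were each detected on 1 of the 2 control arrays. Without A549 control replicate 2 these changes were 0.19 for GLIPR1, 0.96 for MT1G, 0.025 for CYP4F11 and 0.16 for NCKAP5, and CYP4F11 read −0.22 and 2.57 against the control of the same replicate number. MT1G read 0.39 without zip1246 replicate 1 and 2.12 without zip1246 replicate 2. Genes of the TGF-β response were higher too, 18 of 22 with a median of 0.32 (adjusted p = 0.00371, but adjusted p = 0.568 with an estimated correlation), among them the extracellular matrix genes TGFBI at 1.32 ± 0.45 and LTBP2 at 1.26 ± 0.32, which without A549 control replicate 2 stood at 0.41 and 0.82. Ribosomal protein genes were lower, 8 of 39 above control and a median of −0.14 (adjusted p = 1.12e-06, but adjusted p = 0.436 with an estimated correlation), with RPL34 at −0.61 and RPL9 at −0.40. No single gene passed in limma with all 12 arrays, with 910 of 13663 at an unadjusted p under 0.05, and the methods' t-test gave 57 genes over 1.5-fold at p under 0.05 and 0 after adjustment.

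Among the other candidates for zip1246, ZNF91, a zinc finger repressor, was undetected in control and at least 1.62-fold higher, HAS2, which makes hyaluronan, stood at 0.72, GALNT13, a glycosyltransferase, at 0.73, and OSBPL6, detected on 1 control array, at 0.59. With A549 control replicate 2 left out, HAS2 read 0.80, GALNT13 −0.056, OSBPL6 −0.11 and EVA1A −0.13. PTK2, the focal adhesion kinase, read 0.32, YTHDC1 0.29, EVA1A 0.19, AGBL5 0.11 and the ribosomal protein gene RPL36A −0.38. Adjusted over the list alone, 0 candidates passed. The metallothionein family was not called (camera adjusted p = 0.0954), though its median of 0.20 equalled that in zip1290. Its other members read 1.07 for MT2A, 0.38 for MT1X, 0.28 for MT1E and −0.26 for MT1F, with MT1B, MT1H, MT1L and MT1M undetected in both groups. Of these, MT2A read 0.39, MT1E 0.074 and MT1F 0.45 when A549 control replicate 2 was left out. Mesenchymal genes were higher, 15 of 20 with a median of 0.25 (adjusted p = 0.0273, but adjusted p = 0.662 with an estimated correlation). Unfolded protein response genes were higher, 18 of 26 with a median of 0.21 (adjusted p = 0.0154, but adjusted p = 0.568 with an estimated correlation), with the stress regulator TRIB3 at 0.86 (0.44 with A549 control replicate 2 left out) and the chaperone HSP90B1 at 0.60. Hypoxia and glycolysis genes were higher, 20 of 28 with a median of 0.19 (adjusted p = 0.00761, but adjusted p = 0.436 with an estimated correlation), including the collagen hydroxylase P4HA1 at 0.68. Mitochondrial respiration genes were lower, 7 of 28 above control and a median of −0.13 (adjusted p = 0.00371, but adjusted p = 0.5 with an estimated correlation), with NDUFA2 at −0.44 (−0.23 with that array left out) and SDHC at −0.39. Adjusted over each of these lists alone, 0 members passed.

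With the replicate number as a block, 9 genes passed as higher and 1 as lower for zip1246. They were COL11A1, a fibrillar collagen, at 2.36 (blocked adjusted p = 0.0383), TAGLN, an actin-binding protein of contractile cells, at 2.00 (0.0383), MARCHF4, a ubiquitin ligase, at 2.00 (0.00787), SPOCK1, a matrix proteoglycan, at 1.62 (0.00985), NAV1 at 1.54 (0.0244), FOXQ1, a forkhead transcription factor, at 1.27 (0.0176), LTBP2 at 1.26 (0.0145), PFKFB4, a regulator of glycolysis, at 1.07 (0.0325) and COL4A5, a basement membrane collagen, at 0.90 (0.0303). DHRS3, which reduces retinaldehyde, was the lower one at −1.35 (0.0145). With A549 control replicate 2 left out, TAGLN read 0.73, MARCHF4 1.04, SPOCK1 0.93, PFKFB4 0.63 and LTBP2 0.82, and with zip1246 replicate 1 left out, TAGLN 1.32, MARCHF4 0.96, SPOCK1 0.54 and PFKFB4 0.65. The arrays of zip1246 and control overlap for MARCHF4 and SPOCK1, which rose to 3.04 and 2.71 with zip1246 replicate 2 left out, as TAGLN did to 3.27 without control replicate 1. COL11A1, detected on 1 control array, read 1.14 with the mean over its probes. None of them passed in the 6 A549 arrays alone, with the block or without. In simulations of the blocked fit with 200 true changes, 48 of 219 calls were false, more than the 10 calls made here. That share therefore cannot be carried over to these genes, and the simulation does not exclude that all are false. Without A549 control replicate 1 the model of all 12 arrays gave 124 genes, without zip1246 replicate 1 it gave 10 and without zip1246 replicate 2 it gave 2. Without A549 control replicate 2 the list calls were lost for the candidates (adjusted p = 0.205), the TGF-β response (0.958), mesenchymal genes (0.757), the unfolded protein response (0.387) and hypoxia and glycolysis (0.292). Those of the candidates (0.108), the TGF-β response (0.192), mesenchymal genes (0.854) and mitochondrial respiration (0.37) were lost without zip1246 replicate 1, and those of the unfolded protein response (0.271) and hypoxia and glycolysis (0.126) without zip1246 replicate 2. Mitochondrial respiration also missed the threshold without A549 control replicate 1 (0.056).

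Knockdown of miR-1290 in A549 puts the same question for the second microRNA. All 14 measured candidates of the study were higher, with a median of 0.84 (camera adjusted p = 1.17e-05, but adjusted p = 0.436 with an estimated correlation). The study chose some of these genes on these samples, so the list is not independent evidence here either. Of the 14, 8 were lower on A549 control replicate 2 than on control replicate 1. Leaving out control replicate 2 shrank the changes of those 8, to 0.22 for GLIPR1, 0.047 for CYP4F11 and −0.012 for GALNT13, but not those of the others. MT1G stood 1.71 ± 0.43 above control and MT2A, a broadly expressed metallothionein, 1.46 ± 0.37, and 7 of 9 metallothioneins were higher (median 0.20, or 0.19 with genes undetected in one group at their bound, adjusted p = 0.00761, but adjusted p = 0.436 with an estimated correlation). Of these 7, MT1B was undetected in both groups and MT1H in control. Against the mean of the controls, the family median was −0.065 on zip1290 replicate 1 and 0.67 on replicate 2, and 0.12 and 0.34 on the zip1246 arrays. Without A549 control replicate 2, MT1G stood at 1.42 and MT2A at 0.79. NF-κB target and cytokine genes were higher, 24 of 30 with a median of 0.40, or 0.36 with genes undetected in one group at their detection bound (adjusted p = 0.00244, but adjusted p = 0.436 with an estimated correlation), including the neutrophil attractant CXCL8 at 1.98 ± 0.71 and IL32 at 0.73 ± 0.27. CXCL8 read 10.59 and 7.48 on the control arrays, and without control replicate 2 its change was 0.43 and that of IL32 0.42. TGF-β response genes were higher, 19 of 22 with a median of 0.33 (adjusted p = 0.000606, but adjusted p = 0.55 with an estimated correlation), with the basement membrane collagens COL4A1 at 1.28 ± 0.28 and COL4A2 at 0.86 ± 0.24 and PMEPA1, a feedback inhibitor of TGF-β signalling, at 1.19 ± 0.34 (0.77 with that array left out). No single gene passed in limma with all 12 arrays, with 999 at an unadjusted p under 0.05, and the methods' t-test gave 87 genes over 1.5-fold at p under 0.05 and 0 after adjustment.

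The other candidates for zip1290 read 1.95 for GLIPR1, 1.64 for NCKAP5, 1.20 for CYP4F11, 0.97 for HAS2, 0.92 for OSBPL6, 0.90 for EVA1A, a regulator of autophagy, 0.77 for GALNT13, 0.14 for AGBL5, 0.12 for RPL36A, 0.07 for PTK2 and 0.06 for YTHDC1. GLIPR1 stood at 0.22, NCKAP5 at 0.77, CYP4F11 at 0.047, OSBPL6 at 0.22, EVA1A at 0.58 and GALNT13 at −0.012 when A549 control replicate 2 was left out. ZNF91, undetected in control and detected on 1 zip1290 array, read −0.11 and 1.27 against the control of the same replicate number. MT1H was detected on 1 zip1290 array and no control array. GLIPR1, MT1G, NCKAP5 and OSBPL6 were detected on 1 control array each. The metallothioneins MT1X, MT1E and MT1F read 0.90, 0.19 and 0.20, and 0.92, −0.0076 and 0.91 with A549 control replicate 2 left out. Sequences of this family are closely related, and cross-hybridization between its probes was not tested. Adjusted over the list alone, 3 candidates passed, as did 3 metallothioneins (MT1G, MT1X and MT2A) and 3 TGF-β response genes. Interferon response genes were higher, 26 of 37 with a median of 0.16 (adjusted p = 0.0483, but adjusted p = 0.488 with an estimated correlation), with the antiviral genes IFITM3 at 1.61 and ISG15 at 0.91, and 0 interferon or NF-κB genes passed when adjusted over the list alone.

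With the replicate block, 7 genes passed as higher and 2 as lower for zip1290. MARCHF4 stood at 2.09 (blocked adjusted p = 0.00508), MT1G at 1.71 (0.0489), ETS2, a transcription factor, at 1.68 (0.0386), IRX2, a homeobox gene, at 1.60 (0.0183), MT2A at 1.46 (0.0264), AHNAK, a large scaffold protein, at 1.05 (0.0386) and COL4A5 at 0.87 (0.0394). MDK, the growth factor midkine, stood at −1.83 (0.0489) and JAM3, a junctional adhesion molecule, at −1.52 (0.0386). With A549 control replicate 2 left out, MARCHF4 read 1.13, ETS2 1.08, MT2A 0.79, AHNAK 0.58 and MDK −0.86. JAM3 read −0.77 without A549 control replicate 1 and −0.85 without zip1290 replicate 2, and MDK, detected on 1 zip1290 array, −2.81 without control replicate 1 and −0.995 without zip1290 replicate 1. With the mean over probes MDK read −0.94 and AHNAK 0.66. None passed in the 6 A549 arrays alone, with or without the block. In simulations of the blocked fit with 200 true changes, 55 of 222 calls were false, more than the 9 calls made here. That share therefore cannot be carried over to these genes, and the simulation does not exclude that all are false. Without A549 control replicate 1 the model of all 12 arrays gave 199 genes, and without zip1246 replicate 1 or replicate 2 it gave 3. The metallothionein call was lost without A549 control replicate 1 (adjusted p = 0.056) and without zip1290 replicate 2 (0.35). Without A549 control replicate 2, the calls of the TGF-β response (0.776), NF-κB genes (0.205) and interferon genes (0.227) were lost, and without zip1290 replicate 2 those of NF-κB genes (0.0536) and interferon genes (0.553). The interferon call was also lost without A549 control replicate 1 (0.0869) and without each NuLi-1 array (between 0.0572 and 0.0728).

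The A549 control arrays differed from each other at the genes that stood higher in both knockdowns. Of the 201 genes over 1.5-fold higher in both, 186 (92.5%) were lower on control replicate 2 than on control replicate 1, against 49.3% of all genes. These genes were chosen by their rise over the mean of the same control arrays, and that choice itself favours genes low on either control array. GLIPR1 read 8.10 and 4.65 on the control arrays. The effects of the knockdowns correlated across genes at r = 0.64, where 100 simulations with no effect but the shared control gave a mean of 0.50 and at most 0.54. Those simulations leave out the pairing of replicate numbers. The same correlation computed on replicate differences, which hold no effect of a knockdown but keep the shared control and the pairing, was 0.59. Genes are not independent replicates, so no p is given. Without zip1246 replicate 1 the correlation was 0.32. Both blocked lists of higher genes hold MARCHF4 and COL4A5, and both rest on the same control arrays.

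**Figure D2:**
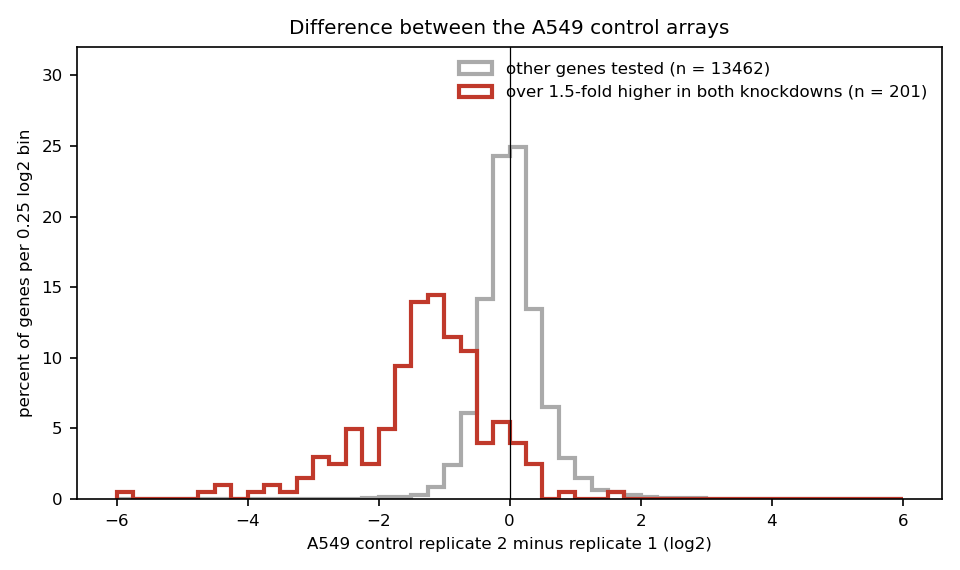
The horizontal axis is the log2 intensity on A549 control replicate 2 minus that on control replicate 1, and the vertical axis the percent of genes per bin of 0.25. The 201 genes over 1.5-fold higher in both knockdowns (red), chosen by their rise over these same control arrays, lie mostly below 0, with a median of −1.18, while the other 13462 genes (grey) centre near 0.

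Set directly against each other, zip1246 and zip1290 asks where the inhibitors differ. As groups, ribosomal protein genes were lower in zip1246 than in zip1290, with a median of −0.13 (camera adjusted p = 0.000118), interferon response genes lower by a median of −0.15 (0.0193), NF-κB genes by −0.21 (0.024) and proliferation genes by −0.089 (0.035). None held with an estimated correlation, where adjusted p = 0.667 for ribosomal proteins, 0.604 for interferon and NF-κB genes and 0.676 for proliferation. No gene differed in limma, with 629 at an unadjusted p under 0.05, and the methods' t-test gave 57. Without zip1246 replicate 1, 13 genes differed.

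Overexpression of miR-1246 in NuLi-1 asks which transcripts fall when this microRNA is raised. Genes of squamous differentiation were higher, 19 of 24 with a median of 0.37, or 0.26 with genes undetected in one group at their detection bound (camera adjusted p = 5.06e-07, but adjusted p = 0.296 with an estimated correlation), among them SERPINB3, the squamous cell carcinoma antigen, at 1.15 ± 0.31, TGM1, which crosslinks the cornified envelope, at 0.75 ± 0.19, and SPRR1A, an envelope protein, at 0.73 ± 0.18. Metallothionein genes were lower, 8 of 9 with a median of −0.28 (adjusted p = 0.00391, but adjusted p = 0.436 with an estimated correlation), MT1M at −0.82 ± 0.18 and MT1H at −0.73 ± 0.28. Mesenchymal genes were lower, with 3 of 20 above control and a median of −0.14 (adjusted p = 0.00761, but adjusted p = 0.568 with an estimated correlation), including N-cadherin (CDH2) at −0.92 ± 0.31 and fibronectin (FN1) at −0.70 ± 0.21. In limma with all 12 arrays MIR1246 alone passed, with 582 genes at an unadjusted p under 0.05. The methods' t-test gave 102 genes over 1.5-fold at p under 0.05 and 0 after adjustment.

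The remaining metallothioneins under pre1246 read −0.46 for MT1F, −0.43 for MT1G, −0.28 for MT2A and for MT1B, −0.21 for MT1X, −0.01 for MT1L and 0.03 for MT1E. MT1B was detected on 1 pre1246 array, and its SD in that group was 0.64, above the size of its change. The study's candidates were not called as a list (adjusted p = 0.312), with GLIPR1 at −0.43, AGBL5 at −0.21, OSBPL6 at −0.16, EVA1A at −0.15, PTK2 at −0.03, RPL36A at −0.02, YTHDC1 at 0.01 and ZNF91 at 0.18. GALNT13 was detected on 1 control array and no pre1246 array, and HAS2, NCKAP5 and CYP4F11 were undetected on every NuLi-1 array. The list of MIR1246, MIR1290 and RNU2-1 had a mean of 2.33 and a median of −0.01. As a list it was called (camera adjusted p = 0.00371, but adjusted p = 0.436 with an estimated correlation). MIR1246, which the construct itself raises, carried the mean, so the call is no separate result. Adjusted over the list alone, 5 squamous genes, 1 metallothionein and 0 mesenchymal genes passed. The mesenchymal call was also lost without NuLi-1 control replicate 1 (0.0801).

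In the NuLi-1 arrays alone, 12 genes passed as higher and 8 as lower for pre1246. After MIR1246 the higher ones were UBXN8, at least 2.11-fold (adjusted p = 0.0411 in this fit), SERPINB3 (0.00468), KRT16P2, TGM1 (0.0217), SPRR1A (0.0217), the malic enzyme ME2 (0.0221), SPPL2A, SERPINB5, the serpin maspin (0.0217), S100A8, a calcium-binding alarmin (0.0217), DST, which anchors keratin filaments (0.048), and PI3, an elastase inhibitor (0.048). The lower ones were ALOX5AP, needed for leukotriene synthesis, at −0.96 (0.0217), CDH2 (0.0217), MT1M (0.0217), MT1H (0.0231), TGM2, a tissue transglutaminase, at −0.72 (0.011), NEURL1B at −0.65, TAGLN at −0.63 (0.0221) and MYADM at −0.59. This count was 1 without NuLi-1 control replicate 1, 5 without control replicate 2, 10 and 6 without pre1246 replicates 1 and 2, and 4 without either pre1290 array. It was 1 with no trend in the spread or with no background correction.

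Overexpression of miR-1290 in NuLi-1 puts the question for the second microRNA. Metallothionein genes were lower, 8 of 9 with a median of −0.39 (camera adjusted p = 0.00371, but adjusted p = 0.436 with an estimated correlation), MT1M at −0.92 ± 0.18, MT1H at −0.85 ± 0.28 and MT1F at −0.64 ± 0.48. Proliferation genes were higher, 31 of 39 with a median of 0.21 (adjusted p = 0.000249, but adjusted p = 0.662 with an estimated correlation), with the mitotic genes BUB1 at 0.56 ± 0.17, CENPE at 0.52 ± 0.15, DLGAP5 at 0.46 ± 0.15 and AURKA at 0.44 ± 0.13. Squamous differentiation genes were higher, 15 of 24 with a median of 0.18, or 0.12 with genes undetected in one group at their bound (adjusted p = 0.00996, but adjusted p = 0.436 with an estimated correlation), with SPRR3 at 1.36 ± 0.24 and SERPINB13 at 0.94 ± 0.23. No gene passed in limma with all 12 arrays, with 1288 at an unadjusted p under 0.05, and the methods' t-test gave 235 genes over 1.5-fold at p under 0.05 and 0 after adjustment. Both precursors were set against the same NuLi-1 control arrays, so changes seen in both are not independent. Across genes their effects correlated at r = 0.59. With no effect but the shared control, 100 simulations gave a mean of 0.50, and replicate differences gave 0.52.

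Ribosomal protein genes were lower for pre1290, with 11 of 39 above control and a median of −0.11 (adjusted p = 0.00286, but adjusted p = 0.568 with an estimated correlation), with RPL14 at −0.52 and RPL36A at −0.56. Mitochondrial respiration genes were lower, 8 of 28 above control and a median of −0.14 (adjusted p = 0.00696, but adjusted p = 0.546 with an estimated correlation), with NDUFB8 at −0.44 and NDUFB3 at −0.39. Over all settings and arrays left out, NDUFB8 lay between −0.50 and −0.20 and NDUFB3 between −0.52 and −0.23. Housekeeping genes were higher, 10 of 13 with a median of 0.17 (adjusted p = 0.0379, but adjusted p = 0.436 with an estimated correlation), with YWHAZ at 0.55, which read 0.36 with the authors' values and 0.12 with the mean over its probes. The other metallothioneins read −0.46 for MT1G, −0.39 for MT1B, −0.38 for MT2A, −0.36 for MT1E, −0.27 for MT1X and 0.13 for MT1L. The study's candidates were not called as a list (adjusted p = 0.535), with OSBPL6 at −0.50, GLIPR1 at −0.37, EVA1A and AGBL5 at −0.04, PTK2 at 0.22, YTHDC1 at 0.28 and ZNF91 at 0.29, and GALNT13 detected on 1 control array only. Adjusted over the list alone, 2 squamous genes, 1 metallothionein, 1 housekeeping gene and 0 proliferation, ribosomal or mitochondrial genes passed. The squamous call was lost without pre1290 replicate 1 (0.063), and the housekeeping call without pre1290 replicate 2 (0.109), NuLi-1 control replicate 1 (0.0878) or 2 (0.0611), or A549 control replicate 2 (0.0646).

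In the NuLi-1 arrays alone, 513 genes passed as higher and 390 as lower for pre1290, of which 137 and 92 were over 1.5-fold. They include 11 proliferation genes, 4 metallothioneins (MT1M, MT1H, MT1F and MT1G), and RPL36A (adjusted p = 0.0166 in this fit). The largest rises were SPRR3 (0.0103), BBOF1 at 1.15, the zinc finger genes ZNF841 and ZNF254, at least 1.48-fold and 1.79-fold, IPCEF1 at 1.13, UBXN8, at least 1.99-fold, the kinase NEK7 at 1.13 (0.017), LBR, the lamin B receptor, at 1.11 (0.0124), MIR1290, and CCDC126, at least 1.63-fold. The largest falls were GABARAP, an autophagy protein, at −1.32 (0.04), the small non-coding RNA SNAR-A1 at −1.19 (0.000657), the kinase PIM2 at −1.06 (0.0115), the small nucleolar RNAs SNORD3C at −0.95 (0.00966) and SNORA79 at −0.94, MT1M, LINC02208, at least 1.39-fold lower, SLC35G6 at −0.90, LINC02985 at −0.89 and GMIP, a RhoA-inactivating protein, at −0.88 (0.0282). The count of 903 was 0 without pre1290 replicate 2, 4 without NuLi-1 control replicate 1, 198 without control replicate 2 and 338 without pre1290 replicate 1. BBOF1 read 0.65 without NuLi-1 control replicate 1, SLC35G6 −0.59 and MIR1290 0.74 without pre1290 replicate 2, and LBR 0.58 with the mean over its probes. It was also 0 with no trend in the spread or with no background correction, and 5 with the authors' values.

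**Figure D3:**
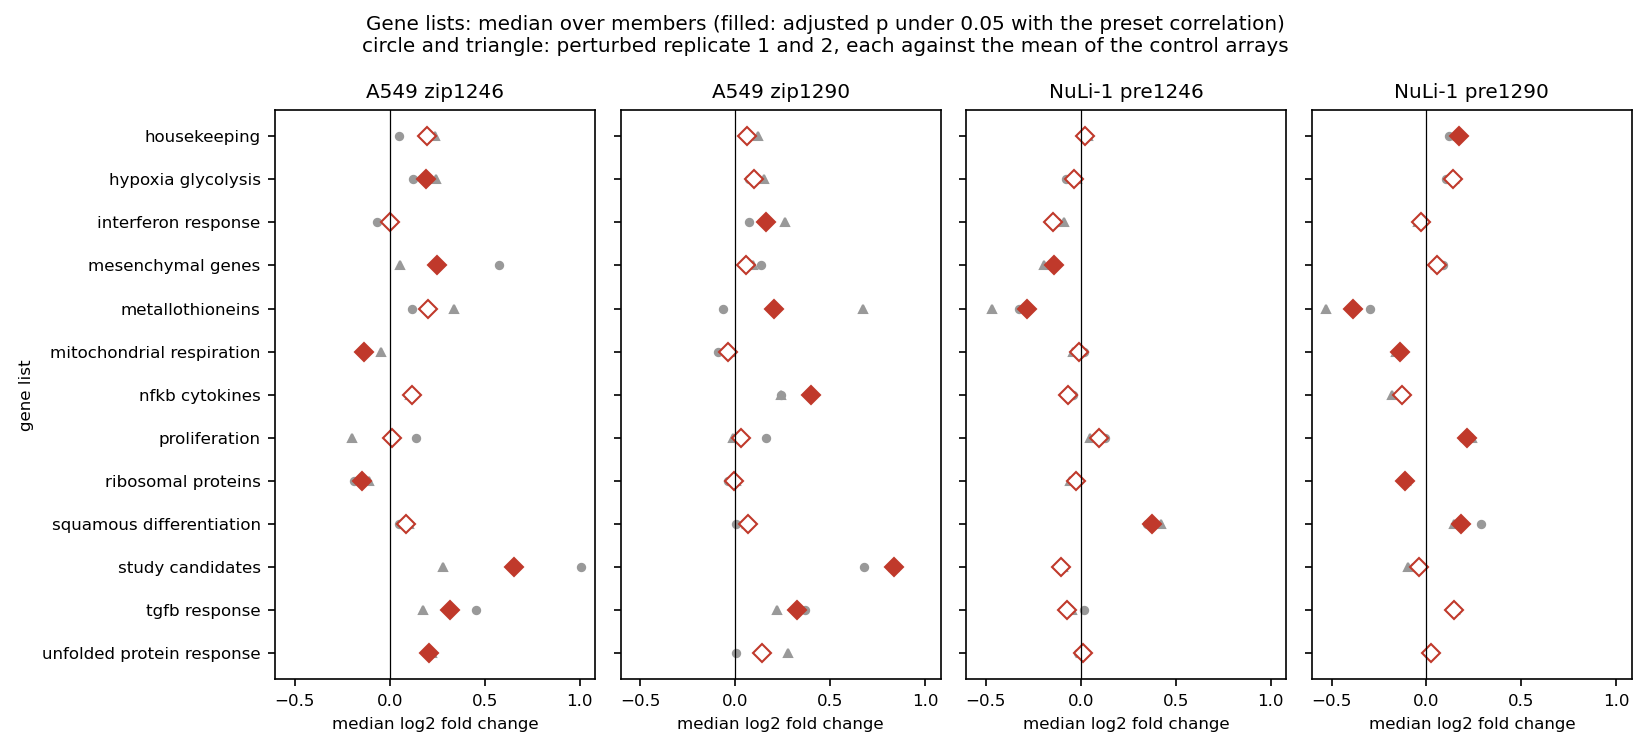
For each gene list (vertical axis) the diamond gives the median log2 fold change against control (horizontal axis) in the 4 perturbations, filled where camera's adjusted p with the preset correlation was under 0.05, and grey marks give each perturbed array against the mean of its controls. Metallothioneins lie at 0.20 in zip1246 (not called) and in zip1290, −0.28 in pre1246 and −0.39 in pre1290. Perturbations of the same line share their control arrays.

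Between the precursors in NuLi-1, the comparison asks where miR-1246 and miR-1290 differ in effect. MIR1246 differed by 7.24, at least 102-fold (limma, adjusted p = 2.15e-08), and no other gene passed, with 596 at an unadjusted p under 0.05. Hypoxia and glycolysis genes were lower in pre1246 than in pre1290, by a median of −0.19 (camera adjusted p = 0.00143), as were mesenchymal genes at −0.26 (0.00771) and proliferation genes at −0.15 (0.0024), while mitochondrial respiration genes were higher at 0.15 (0.00143). Tested with an estimated correlation, they had adjusted p = 0.227, 0.43, 0.528 and 0.326 in that order. In the NuLi-1 arrays alone 32 genes were higher and 25 lower. Beside MIR1246 the largest were SNORD3C at 1.07, the cornified envelope gene LCE3D at 0.99, SNAR-A1 at 0.89 and the decoy receptor IL13RA2 at 0.85, and in the other direction NEURL1B at −0.73, the metalloproteinase inhibitor TIMP3 at −0.70, SREK1 at −0.60, CLCA2 at −0.58 and UFM1 at −0.57.

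The study sought targets as transcripts higher on knockdown in A549 and lower on overexpression in NuLi-1. It then checked candidates by qRT-PCR, and MT1G by reporters with an intact or mutated 3′-UTR and by rescue experiments. The overlaps below do not bear on that evidence. No gene passed the adjusted threshold in both, for either microRNA. By fold over 1.5 alone, 4 genes met this for miR-1246, where 4.60 were expected by chance (Fisher's exact test, p = 1), namely TGM2, NRCAM, TAGLN and C1orf21. TAGLN read 2.00 in zip1246 and −0.63 in pre1246, and TGM2 1.40 and −0.72. The knockdown changes were 0.73 for TAGLN, 0.54 for TGM2 and −0.32 for NRCAM when A549 control replicate 2 was left out. For miR-1290 there were 10, with 8.57 expected (Fisher's exact p = 0.596, adjusted 0.863), namely PSORS1C1, CDH2, ALOX5AP, TAGLN, RPL29P2, SLC35F6, CLN6, SMOC1, GMIP and PPIF. With an unadjusted p under 0.05 as well, 0 genes remained for miR-1246 (1.67 expected) and 3 for miR-1290 (3.77 expected), PSORS1C1 at 0.98 and −0.73, the lysosomal disease gene CLN6 at 0.60 and −0.65, and GMIP at 0.59 and −0.88. When that control array was left out, the knockdown changes were 0.56 for PSORS1C1, 0.57 for CDH2, 0.14 for SLC35F6 and 0.12 for TAGLN. The genes of these overlaps were chosen for naming after their values were seen.

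With the authors' values and fold alone, 27 genes met this for miR-1246 (Fisher's exact p = 0.104, adjusted 0.494) and 44 for miR-1290 (27.3 expected, p = 0.00173, adjusted 0.0416). In the same values 29 genes were lower in both perturbations of miR-1246, with 15.1 expected (Fisher's exact p = 0.000738, adjusted 0.0354), which is not the direction sought. For miR-1290 the other directions also held more genes than expected, 44 lower in both with 31.0 expected (Fisher's exact p = 0.0179, adjusted 0.286), 61 lower on knockdown and higher on overexpression with 48.7 expected (adjusted 0.46) and 52 higher in both with 42.9 expected (adjusted 0.505). Fisher's test takes genes as independent, which they are not, so its p-values alone do not show an enrichment of targets. With the authors' values and the methods' t-test the counts were 0 for miR-1246 and 2 for miR-1290 (GMIP and MT1G, with 0.839 expected). MT1G read 1.71 in zip1290 and −0.46 in pre1290 in the background-corrected values. Across genes, knockdown and overexpression effects correlated at r = 0.03 for miR-1246 and 0.003 for miR-1290, where opposite effects would give negative values. For the unmatched pairs, r was 0.18 for zip1246 with pre1290 and −0.04 for zip1290 with pre1246. The effects of replicates 1 and 2, each against the control of its number, correlated at only 0.06 in zip1246 and 0.10 in zip1290 (0.18 in pre1246, 0.34 in pre1290). Knockdown effects that repeat this weakly give values near 0 in any case, so opposite effects are not excluded.

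With a control construct in each, A549 and NuLi-1 differed in 5503 genes (limma), 2835 higher in A549 and 2668 lower. The study grew A549 with serum and NuLi-1 in a serum-free medium, so the differences here may come from line or medium. A549 stood higher in the detoxifying enzymes ALDH1A1 (10.28, at least 996-fold), ALDH3A1 (9.37), AKR1B15 (8.19, at least 223-fold), GPX2 (8.19) and AKR1B10 (8.16). GPX2 was detected on only 1 NuLi-1 control array and varied between the A549 control arrays (SD 1.77), so its change had an SE of 1.08. NuLi-1 stood higher in the interferon-induced IFI27 (−9.79 in A549, at least 680-fold), MT1E (−8.93), SERPINB5 (−8.73, at least 358-fold), the basal keratin KRT5 (−8.71, at least 285-fold) and the cyclin CCND2 (−8.66, at least 276-fold). MT1G was lower in A549 by −7.98 (adjusted p = 1.76e-07), and 9 of 9 metallothioneins were lower, with a median of −4.83, or −4.24 with the 4 undetected in A549 at their detection bound (camera adjusted p = 2.22e-08, and adjusted p = 0.0193 with an estimated correlation). With quantiles taken within each line, 3974 genes were higher and 1931 lower, and the median over all genes was 0.23 in place of 0.04.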

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

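The lists, and the direct comparisons of the perturbed groups in which they were tested, were planned; looking at every list called in a direct comparison together was chosen after the results were seen. Each result here stands out because the effect of one construct differed from that of the other in the same cell line, by camera's test of the difference with the preset correlation. With an estimated correlation no such difference passed, the adjusted p lying between 0.604 and 0.676 in A549 and between 0.227 and 0.528 in NuLi-1.

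In A549, 4 lists were lower in zip1246 than in zip1290, each given as the median log2 difference over its genes. Ribosomal protein genes differed by −0.13 (adjusted p = 0.000118), with 3 of 39 genes higher. Interferon response genes differed by −0.15 (0.0193), with 8 of 37 higher, NF-κB and cytokine genes by −0.21 (0.024), with 5 of 30 higher, and proliferation genes by −0.089 (0.035), with 11 of 39 higher.

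In NuLi-1, 10 lists differed between pre1246 and pre1290. Mesenchymal genes were lower in pre1246, with a median of −0.26 (adjusted p = 0.00771) and 4 of 20 genes higher. Proliferation genes differed by −0.15 (0.0024) with 10 of 39 higher, hypoxia and glycolysis genes by −0.19 (0.00143) with 5 of 28 higher, heat shock genes by −0.13 (0.0306) with 2 of 16 higher, and housekeeping genes by −0.12 (0.0122) with 2 of 13 higher. Higher in pre1246 were mitochondrial respiration genes at 0.15 (0.00143) with 22 of 28 higher, ribosomal protein genes at 0.093 (0.00976) with 29 of 39, NF-κB and cytokine genes at 0.11 (0.0392) with 22 of 30, and genes typical of HEK293 cells at 0.14 (0.0392) with 8 of 12. The list of MIR1246, MIR1290 and RNU2-1 differed by 0.56 (0.00289). It holds the genes of the precursors themselves, so its call is no separate result.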

How the results depend on the processing

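The alternatives for the blocked A549 fits, for the fits of NuLi-1 arrays alone, and the A549 arrays alone with a block were chosen after seeing the data. Block means the replicate number as a block, in both lines, and overlaps are genes higher on knockdown and lower on overexpression.

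The calls of 0 or 1 gene held in limma under every planned scaling, filter, probe rule and spread model except as follows. With the block, zip1246 gave 10 genes and zip1290 gave 9. With the 6 arrays of a line, pre1246 gave 20, pre1290 gave 903 and pre1246 against pre1290 gave 57. With the authors' values, pre1246 gave 2, pre1290 gave 4 and pre1246 against pre1290 gave 2. The methods' t-test gave 57 for zip1246, 87 for zip1290, 102 for pre1246, 235 for pre1290, 57 for zip1246 against zip1290 and 98 for pre1246 against pre1290, and 0 in each after Benjamini-Hochberg adjustment. The test without moderation calls at an unadjusted threshold, and the fit of NuLi-1 alone uses the smaller spread of that line; for the other differences the cause was not tested.

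The blocked counts were the least stable. Without trend, zip1246 gave 0 and zip1290 gave 1, and with the authors' values both gave 0. For zip1290, no filter gave 3 and the mean over probes 4. In NuLi-1 arrays alone, pre1246 gave 1 without trend, 1 without background correction, 57 with median scaling, 9 with the authors' values and 8 with the mean over probes. For pre1290 the counts were 0 without trend, 0 without background correction, 1415 with median scaling and 5 with the authors' values. The cause was not tested.

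For overlaps of miR-1246 by fold alone (4 genes), no background correction gave 18, median scaling 13, the authors' values 27 and the mean over probes 1. With an unadjusted p under 0.05 as well (0 genes), the block gave 1, no trend 1, no background correction 4, median scaling 6, the authors' values 3, no filter 1 and the mean over probes 1. For overlaps of miR-1290 by fold alone (10), no background correction gave 32, median scaling 49 and the authors' values 44. With p as well (3), the block gave 7 (3 when only the knockdown fit was blocked, and 0 for miR-1246), no background correction 6, median scaling 33, the authors' values 6 and the methods' t-test 1. Of the 22 calls of lists against control with the preset correlation, 0 held with an estimated correlation. The list calls for zip1246, zip1290, pre1246 and pre1290 were 7, 5, 4 and 6, with the block 9, 5, 4 and 7, and with the 6 arrays of a line 7, 4, 6 and 9. The interferon call for zip1290 held in 7 of 23 settings and the housekeeping call for pre1290 in 14 of 23, while the metallothionein calls held in 22 of 23 for both precursors, and no call turned direction. For zip1246, mesenchymal genes lost their call with no filter (adjusted p = 0.137), the stricter filter (0.0955) and the mean over probes (0.0844), the unfolded protein response with median scaling (0.136), hypoxia and glycolysis with median scaling (0.134) and the mean over probes (0.0541), and mitochondrial respiration with the authors' values (0.105). For pre1246, mesenchymal genes lost theirs with no filter (0.0655). For pre1290, ribosomal proteins (0.215) and mitochondrial respiration (0.111) lost theirs with the authors' values and squamous genes with the stricter filter (0.0562). The interferon call was lost in 6 scalings, filters or fits (between 0.0506 and 0.118) and the housekeeping call in 4 (between 0.0672 and 0.284). The cause was not tested.

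With each array left out in turn, the counts ranged from 0 to 124 for zip1246 and from 0 to 199 for zip1290, both highest without A549 control replicate 1, where 2 and 3 were the lowest counts that differed from 0. The count for zip1246 against zip1290 ranged from 0 to 13. With the block the ranges were 0 to 494 for zip1246 and 0 to 859 for zip1290, again highest without A549 control replicate 1, and 0 or 1 when any NuLi-1 array was left out. In NuLi-1 alone the range was 1 to 20 for pre1246, with 10 the highest that differed from 20. It was 0 to 1145 for pre1290, with 338 without pre1290 replicate 1. Overlaps ranged from 4 to 18 (miR-1246, fold alone), 0 to 6 (with p), 9 to 21 (miR-1290, fold alone) and 1 to 8 (with p). The correlation of effects ranged from 0.32 to 0.86 in A549 and from 0.49 to 0.72 in NuLi-1, and the number of lists from 14, without A549 control replicate 2, to 29. Low signal limits MIR1290 and ZNF91, whose controls lay under detection.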

Other observations

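The test of a day or preparation shared by A549 arrays of one number, that of a shift shared by replicate 2 arrays, and those of small RNAs outside pre1290 were chosen after the result was seen. Markers used for stem or tumour-initiating cells, tested as a list, were not called in any perturbation, with medians of 0.20 in zip1246 (camera adjusted p = 0.133), 0.11 in zip1290 (0.417), 0.03 in pre1246 (0.904) and 0.26 in pre1290 (0.196). Epithelial genes were not called either, with medians of −0.04 in zip1246 (adjusted p = 0.377) and −0.09 in zip1290 (0.322). Between the control groups, 16 measured basal airway genes were lower in A549 by a median of −4.82, or −4.67 with the 9 undetected in A549 at their detection bound (adjusted p = 1.92e-15, and adjusted p = 0.00175 with an estimated correlation), and genes typical of A549 were higher in 14 of 17 with a median of 3.03, or 2.36 with genes undetected in one group at their bound (0.000292, and adjusted p = 0.301 with an estimated correlation). Of the 6737 detected probes that name no gene or several, limma called 1 for zip1246, which was lower at −1.09, and 0 for the other perturbations, while 21 for zip1246 and 16 for zip1290 passed with the replicate block, and 10 for pre1246 and 269 for pre1290 in NuLi-1 arrays alone. There were 404, 360, 315 and 559 at an unadjusted p under 0.05 for zip1246, zip1290, pre1246 and pre1290.

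A549 arrays with the same replicate number deviated together, with correlations of replicate differences across genes of 0.50, 0.30 and 0.51. The lowest correlation under any scaling tried was 0.266, without background correction, which argues against normalization as the source. The median difference of 16 basal airway markers between the arrays of an A549 group was largest in the control, at 0.0198% of their NuLi-1 level. That argues against RNA of NuLi-1 mixed into 1 array of a group more than into the other. All 6 A549 arrays correlated best with an array of their own number, so a shared culture or preparation day may underlie the pattern, but the labels name no day and this cannot be told apart from other sources. The design offers no biological group that follows the number, so no biological explanation was tested.

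The study's candidates were lower on A549 control replicate 2 than on replicate 1, by a median of −0.48, with 8 of 14 lower. Genes typical of A549 differed between these arrays by a median of 0.042, which argues against RNA of another line on replicate 2. A shift shared by replicate 2 arrays stays open, since the difference was −0.45 in zip1246 but −0.055 in zip1290, with a median excess in the control over their mean of −0.25, and genes are not independent replicates. Whether selection by the rise over a mean of 2 controls accounts for part of the candidates' difference also stays open. The 7 candidates over 1.5-fold in both knockdowns had a median control difference of −1.57. That lay at percentile 3.19 of matched genes passing the same rule, whose median was −1.04. Those genes were chosen on the same control arrays, so the test cannot separate selection from a deviation of control replicate 2. With this control array left out, GLIPR1 fell to 0.19 in zip1246 and 0.22 in zip1290, CYP4F11 to 0.025 and 0.047, and GALNT13 to −0.056 and −0.012. MT1G then stood at 0.96 and 1.42, and HAS2 at 0.80 and 1.05. The study chose some candidates on these samples, so the list's direction cannot separate a response to the knockdowns from that choice. A response stays open.

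Small non-coding RNAs were lower in pre1290, 88 of 143 with a median of −0.12, but also in zip1246, with 105 lower and a median of −0.12, and in zip1290, with 91 lower and a median of −0.083, against 74 lower and −0.01 in pre1246. In limma 20 were called lower and 0 higher for pre1290 in NuLi-1 arrays alone, and 0 were called for pre1246 in those arrays or for zip1246 and zip1290 with the block. Against dim probes as the source, the class lay at percentile 0 of 10000 random lists matched on intensity in pre1290, as it did in zip1246, with 0.09 in zip1290 and 22.2 in pre1246. The class median in pre1290 was −0.11 with quantiles within lines, −0.15 without background correction and −0.20 with median scaling. The value nearest 0 was −0.070, with the authors' values, whose floor of 20 can itself mute changes of dim probes. Normalization may still contribute to pre1290. So may the recovery of small RNAs from array to array, because the pre1290 arrays differed from each other by −0.10 over the class, 0.814 of the difference from control, and an effect of the precursor was not tested.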
